A study of Mus musculus with 8 samples. Its data were reported in "A retinoic acid-dependent stroma-leukemia crosstalk promotes chronic lymphocytic leukemia progression" (2018).

How the data were processed

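Total RNA of a mouse spleen stromal cell line, sorted after culture with B cells, was hybridised to an Illumina mouse whole-genome bead array. According to the labels, 4 arrays carry stroma cultured with control splenic B cells and 4 carry stroma cultured with leukemic B cells of Eμ-TCL1 mice, and all 8 were on 1 chip with the groups at alternating positions. The labels do not say whether the replicates of a group were separate cultures or used B cells of separate mice, so p-values measure only the spread between these samples.

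The deposited file of signals holds, for each of 25697 probes, an intensity on a linear scale that was not normalized between arrays, with a detection p-value for each array that the scanner software computed against negative control beads. The authors also gave a matrix on a log2-like scale that they had normalized with the lumi package. Its columns have identical quantiles with a median of 7.72 in every column, its values run close to the log2 of the signals at high signal and are compressed at low signal, and its transformation and background settings are not known here. Each of its 8 columns matched its own array best when deviations from the probe means were correlated (r across probes between 0.711 and 0.881, against at most 0.313 with any other array).

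The signals were background-corrected with the neqc function of limma 3.58.1 in R 4.3.3, which infers the background from the detection p-values, adds an offset of 16, normalizes the arrays to common quantiles and takes log2. Probes were kept when their detection p was below 0.05 on at least 4 of the 8 arrays, which removed 11965 probes and kept 13732. Probe names were matched to current gene symbols, and 23978 probes had 1 symbol and 1719 were unnamed here. For each symbol the probe with the highest mean over all 8 arrays was kept, and unnamed probes stayed as features of their own, which gave 9971 features, 9174 of them with a symbol. Of the 2600 genes with more than 1 kept probe, 966 had probes that disagreed in the sign of the difference, and *Col3a1*, *Cxcl12* and *Itga2b* are such genes among those named in the text. No genome positions were used.

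The comparison, leukemic against control, was tested with a 2-class unpaired rank product, the method the study names, in an implementation written for this purpose because the original package was not at hand. It ranks features within each of the 16 leukemic-against-control array pairs and estimates the percentage of false positives (q) in each direction from 100 permutations within arrays, with a threshold of 0.05. The second test was limma with a trend, 2-sided, with Benjamini-Hochberg adjusted p-values. Fold changes and their standard errors (SE) come from limma. The rank product does not use each gene's own spread between arrays and limma does.

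A collection of 26 gene lists was fixed before the data were examined, after the paper had been read and its first figure seen, so the matrix lists hold genes that this figure names and are not independent of the study. The study also reported from these arrays that interferon regulatory factor targets and inflammatory genes rose and cell cycle genes fell. The interferon, inflammatory, mitosis and DNA replication lists are therefore not independent of it either. Of 828 entries, 737 matched a probe, 17 of them through an older name. The lists covered markers of B cells, of leukocytes in general, of T and NK cells, of myeloid, erythroid and endothelial cells, and of fibroblasts, and genes of interferon response, inflammation, lymphoid stroma, retinoid metabolism, retinoic acid (RA) response, extracellular matrix (ECM), myofibroblasts, mitosis, DNA replication, p53, hypoxia, ATF4, cholesterol synthesis and immediate early response, with reference genes. List shifts were tested with camera from limma, 2-sided, with a preset inter-gene correlation of 0.01, and again with an estimated correlation and with fry. List members among the genes that rose were counted with Fisher's exact test, 1-sided, against the 9174 tested genes with a symbol. Fisher's test takes genes as independent, so its p-values are too small where members of a list move together. The mean of each list per array was compared between groups with an exact permutation test, 2-sided, over all 70 assignments, whose smallest possible p is 0.0286. All of these were adjusted over lists with the Benjamini-Hochberg method.

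Genes are named in the text by a rule fixed before the data were examined: the 12 with the highest and the 12 with the lowest log2 fold change among genes past the rank product threshold with the same sign in all 4 same-numbered pairs of arrays, the genes the study's text names for this culture or its follow-up, and for each list discussed 2 to 4 members with the largest change, those past the threshold first. Any other gene named was chosen after its values were seen, and the text says so.

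Both tests were tested on simulated data of the same size, 9971 features with 200 changed, in 10 draws. With each simulated feature given the spread of a real one, the rank product recovered 83.3% of 2-fold changes and 99.9% of 4-fold changes, and 16.6% of its calls were false. limma recovered 79.0% and 97.5%, and 4.57% of its calls were false. With 1 common spread the rank product's false calls were 0.332%. With the spreads of the real features and nothing changed, the rank product called 44.8 features on average (24.5 up and 20.3 down, at most 41 in 1 direction) and limma called 0. camera called a list of 40 features shifted by 0.5 in 10 of 10 draws and an unshifted one in 0 of 10. The simulated features were drawn independently of each other, so these draws do not test camera on lists whose members move together. In the real data the estimated correlation was, for example, 0.86 within the mitosis list.

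Alternatives fixed before the data were examined were no background correction, median scaling in place of quantile normalization, the authors' normalized values, no detection filter, detection p below 0.01 on all 8 arrays, all probes as separate features, limma array weights, the replicate number as a block, a rank product threshold of 0.01 and leaving out each array in turn. Another random seed, a larger number of permutations, and the authors' values with no filter and all probes together were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The number of arrays limits the precision of every value.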

Results

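The mSSC line is a stromal cell line immortalised from embryonic mouse spleen and marked with a yellow fluorescent protein. It was cultured for 40 to 48 h with B cells at a ratio that the labels give as 20 to 1 and that the cell numbers in the study's methods put higher, either splenic B cells of control mice or leukemic B cells of Eμ-TCL1 mice, in which a TCL1 transgene active in B cells leads to a disease like chronic lymphocytic leukemia (CLL). The stroma was then separated from the B cells with a cell sorter and its total RNA was measured on bead arrays. The series holds 8 arrays, 4 per group. Between 13504 and 13938 of 25697 probes were detected per array, with a median signal between 67.2 and 90.2, and the number of arrays limits the precision. Leukemic replicate 4 stood apart from the rest: its correlation with the other arrays across genes was 0.955 to 0.970, against 0.984 to 0.995 among the other 7 (genes are not independent replicates).

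The comparison asks which transcripts differ in splenic stroma after contact with leukemic rather than normal B cells. Among transcripts past the rank product threshold were those of the B cell receptor component *Cd79b*, which rose by 1.68 ± 0.51 on the log2 scale (SE, n = 4 per group), of the lipopolysaccharide-binding protein *Lbp*, an acute phase protein, by 1.70 ± 0.78, of the secreted glutathione peroxidase *Gpx3* by 1.59 ± 0.87, and of the interferon-induced *Ifi27l2a* by 1.42 ± 0.31. The leukocyte surface protein *Cd52* rose by 1.53 ± 0.48, the IgM receptor *Fcmr* by 1.44 ± 0.41, the protease inhibitor *Serpina3n* by 1.26 ± 0.48, the lysosomal membrane protein *Laptm5* by 1.23 ± 0.51, the cytokine *Il6* by 1.15 ± 0.91, the class II gene *H2-Ab1* by 1.14 ± 0.47, the aspartic protease *Napsa* by 1.11 ± 0.48 and the lysozyme *Lyz2* by 1.11 ± 0.40. These 12 are the highest of the 23 that were higher in the leukemic array of all 4 same-numbered pairs. Pair 4 had the largest difference in 33 of the 37 features that rose, and without leukemic replicate 4 the difference was 0.71 for *Lbp*, 1.09 for *Cd79b*, 0.59 for *Gpx3*, 0.96 for *Cd52*, 0.65 for *Serpina3n*, 0.61 for *Laptm5*, 0.36 for *Il6*, 0.57 for *H2-Ab1*, 0.61 for *Napsa* and 0.70 for *Lyz2*. The largest rise of all, 2.40 ± 0.87 for *Mzb1*, a chaperone of B and plasma cells, was reversed in pair 3 (-1.19) and was 1.46 without leukemic replicate 4. In all, 37 of 9971 features rose, 35 of them with a symbol, with q at most 0.0462, and 0 fell (706 and 698 at an unadjusted p below 0.05).

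Nearest to the threshold for a fall were *Atad2* (-0.96), *Il18rap* (-1.10) and *Shcbp1* (-0.98), named after their values were seen, at a lowest q of 0.07. By limma 0 features passed, with a smallest adjusted p of 0.639 and 756 features at an unadjusted p below 0.05, 389 higher and 367 lower, so no gene named here has a difference that is large against its own spread once all genes are counted. With the authors' normalized values the rank product gave 10 that rose and 5 that fell, and 7 of the 35 named genes still passed. With those values, no filter and all probes, a combination chosen after seeing the data, it gave 69 and 87. Other choices of background, scaling, filter and probes gave 23 to 56 that rose and 0 to 8 that fell. Of the 111 genes that the naming rule gave values for, 79 turned or moved by over 1.5 times without leukemic replicate 4, and 63 moved so with the authors' values. The count was 6 without leukemic replicate 4, where of the genes named here *Mzb1*, *Cd79b*, *Ifi27l2a*, *Fcmr* and *Cd52* still passed and the others did not. It was 18 without leukemic replicate 1, and 18, 14 and 17 without control replicates 1, 2 and 4. Simulated arrays with the real spreads and no change gave 44.8 calls on average and at most 41 in 1 direction. A count as large as 37 in 1 direction thus arose there without any change. Each spread was estimated from 4 arrays per group, which makes the spreads look more unequal than they are and can raise the simulated counts. Those spreads include the departure of leukemic replicate 4. The simulated calls went both ways, 24.5 up and 20.3 down on average, so the simulation does not address why all 37 rose.

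**Figure D1:**
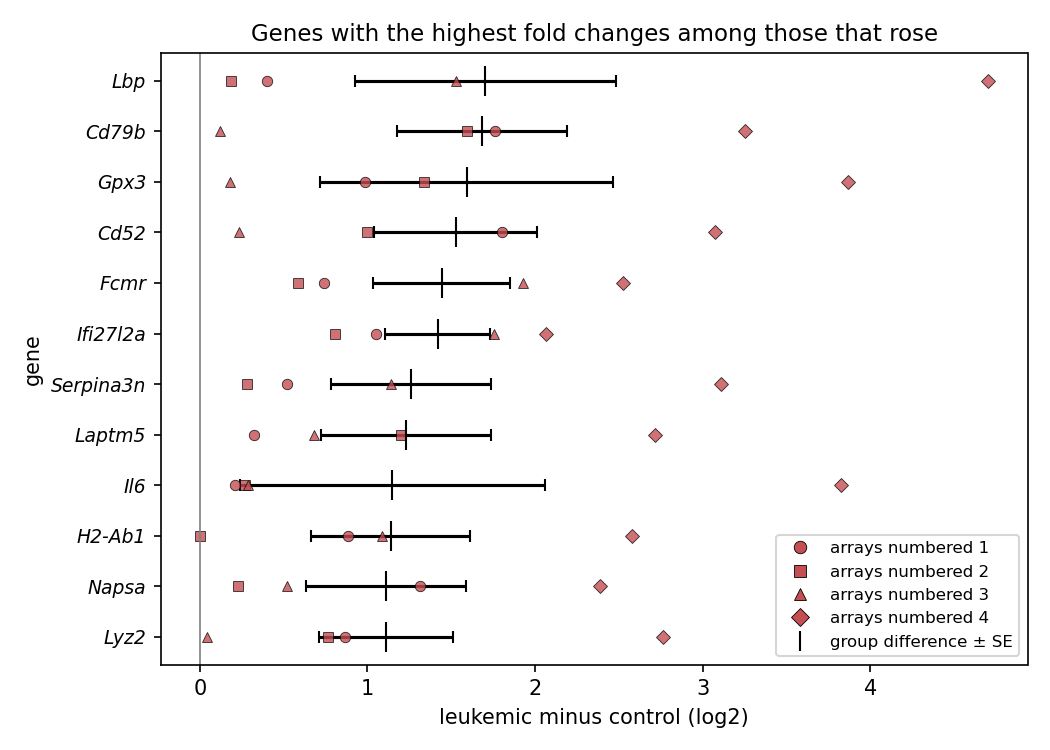
Group differences, in log2, of the 12 genes with the largest rise among those past the threshold that were higher in all 4 pairs, as a bar for the mean difference with its SE (n = 4 arrays per group) and points for the 4 same-numbered pairs of arrays. *Mzb1*, *Saa3* and other features with large rises are left out because they were not higher in all 4 pairs. All points lie above 0, from 0.00 (*H2-Ab1*, pair 2) to 4.70 (*Lbp*, pair 4).

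Transcripts of B cells made up the group with the largest shift. Of the 12 B cell markers tested, 7 rose, 11 had a higher leukemic mean, and 5 did not pass. Adjusted over the list alone, 10 passed the rank product and 3 passed limma. *Mzb1*, *Cd79b*, *Cd52* and *Fcmr* were the largest, with 5.28-, 3.21-, 2.88- and 2.72-fold higher levels. The list mean was 6.21 ± 0.19 on control arrays and 7.34 ± 1.15 on leukemic arrays (log2, SD, n = 4), a shift of 1.13, with an exact permutation p = 0.0286, the smallest that this design allows, and 0.325 after adjustment over the 26 lists. The list rose as a group by camera (adjusted p = 4.08e-07), and adjusted p = 0.369 with an estimated correlation. B cell markers were also enriched among the genes that rose, 7 of 35 against 0.0458 by chance (Fisher's exact test, adjusted p = 1.26e-13), and not with the authors' values (0.152). Both values hold for independent genes, while the estimated correlation within this list was 0.81. Of 35 markers on the array, 12 to 13 were detected on each control array, 15 on each of leukemic replicates 1 to 3 and 25 on leukemic replicate 4. Without leukemic replicate 4 the shift was 0.56. Pan-leukocyte markers rose as a group by 0.57 (7 tested, all with a higher mean, 1 rose and 2 adjusted over the list alone; camera adjusted p = 0.00128, and 0.369 with an estimated correlation), and without leukemic replicate 4 the shift of pan-leukocyte markers was 0.21 and the call was lost (adjusted p = 0.0989). *Laptm5* passed, and *Coro1a*, an actin regulator of leukocytes, differed by 0.77 ± 0.24. Of 4 myeloid markers tested, the lysozymes *Lyz1* (1.07 ± 0.39) and *Lyz2* rose, and *Cd14* (0.19 ± 0.15) and *Clec4e* (-0.05 ± 0.21) did not pass. Leaving out leukemic replicate 4 gave 0.66 for *Lyz1*, 0.096 for *Cd14* and -0.11 for *Clec4e*, and the calls of both lysozymes were lost. The 4 rose as a group by 0.58 (camera adjusted p = 0.0308, and 0.369 with an estimated correlation; 2 passed adjusted over the list alone), and by 0.34, no longer past the threshold, without leukemic replicate 4.

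Markers of other cells the cultures could hold showed no shift past the test. The mean difference was 0.08 for 3 T and NK cell markers (camera adjusted p = 0.676, and below 0 with the authors' values), 0.19 for 3 erythroid and platelet markers (0.308) and -0.05 for 6 endothelial markers (0.958), whose median was 0.02 and whose mean difference was 0.11 without leukemic replicate 4. *Prf1* differed by 0.31 ± 0.30 and *Ccl5* by -0.22 ± 0.41, *Klf1* by 0.23 ± 0.17 and *Itga2b* by 0.18 ± 0.26, and *Flt1* by -0.59 ± 0.32 and *Plvap* by 0.22 ± 0.19. Leaving out leukemic replicate 4 gave 0.14 for *Ccl5*, whose sign turned, 0.15 for *Klf1*, 0.35 for *Itga2b* and -0.20 for *Flt1*, with 0.15 for the T and NK cell list and 0.29 for the erythroid list. Fibroblast identity genes, 18 tested, were detected on all 8 arrays and differed by -0.02 on average (median 0.0036; adjusted p = 0.840; 0.02 with median scaling), with *Nkx2-5*, a transcription factor of the spleen primordium, at 0.44 ± 0.19 and *Lum* at -0.53 ± 0.33, or -0.24 without leukemic replicate 4. Over these 4 lists 0 members passed adjusted over the list alone. Reference genes differed by -0.10 (10 tested, adjusted p = 0.0933), with *Pgk1* at -0.28 ± 0.19 and *Tbp* at -0.24 ± 0.12, passed camera as lower without control replicate 1 and without leukemic replicate 2, and differed by -0.054 without leukemic replicate 4.

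Interferon-stimulated genes were higher after culture with leukemic cells in 45 of 49 cases, 17 of them in all 4 pairs. *Ifi27l2a*, the transcription factor *Irf7* (0.86 ± 0.30) and the immunoproteasome subunits *Psmb8* (0.85 ± 0.29) and *Psmb9* (0.89 ± 0.24) rose, and 45 members did not pass. Adjusted over the list alone, 13 rose by the rank product and 1 passed limma. *Bst2*, an antiviral membrane protein that the study names, differed by 0.75 ± 0.29 and was higher in all 4 pairs (q = 0.151). It differed by 0.48 without leukemic replicate 4, and it passed with the authors' values, no filter and all probes. The study chose *Bst2* on these samples and reported a rise of interferon regulatory factor targets from them. Neither the gene nor the list is therefore independent evidence. The list rose as a group by 0.36 (camera adjusted p = 1.65e-08), and adjusted p = 0.369 with an estimated correlation. Its means per array did not separate the groups (exact permutation p = 0.171). Its 4 members among the genes that rose were an enrichment (Fisher's exact test, adjusted p = 2.89e-04), which was lost with no background correction, with median scaling, with the authors' values and without any 1 of control replicate 1 and leukemic replicates 1, 2 and 4. Without leukemic replicate 4, the array with the most B cell markers, the shift was 0.17 and *Ifi27l2a* alone of the list passed.

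Inflammatory and acute phase genes had a higher leukemic mean in 29 of 33 cases, 6 of them in all 4 pairs. The study reported a rise of inflammatory genes from these arrays, so the list is not independent evidence. Serum amyloid *Saa3* (1.81 ± 1.24), *Serpina3n*, *Il6* and haptoglobin (*Hp*, 0.99 ± 0.36) rose and 29 did not pass, against 12 adjusted over the list alone. *Saa3* was lower in pairs 1 and 2, down to -1.45, and differed by 4.17 and 5.51 in pairs 3 and 4, and *Il6* by 3.83 in pair 4 and at most 0.29 in the others, and *Saa3* differed by 0.76 without leukemic replicate 4. The list rose as a group by 0.43 (camera adjusted p = 1.81e-04), and adjusted p = 0.369 with an estimated correlation (exact permutation p = 0.171 for its means per array). Without leukemic replicate 4, the array with the most B cell markers, the shift of inflammatory and acute phase genes was 0.17 and the call was lost (adjusted p = 0.0644). The 4 that rose were an enrichment (Fisher's exact test, adjusted p = 8.73e-05), which was lost without any 1 of control replicate 4 and leukemic replicates 3 and 4, and 0 of the list passed without leukemic replicate 4. The enrichment was also lost with the replicate number as a block (Fisher's exact test, adjusted p = 0.0935). With that block *Saa3* and *Il6* were not called, nor was *Ccl8* of the next list. Among lymphoid stroma chemokines and organizer genes, 12 tested, the chemokine *Ccl8* rose (1.05 ± 0.76, pair 4 at 3.08), as it did adjusted over the list alone, and *Cxcl16* (0.48 ± 0.25), *Icam1* (0.40 ± 0.28) and the lymphotoxin receptor *Ltbr* (0.35 ± 0.13) did not pass. The list's shift was 0.20 (adjusted p = 0.0875), and 0.084 without leukemic replicate 4, where *Ccl8* differed by 0.36 and did not pass, *Icam1* by 0.097 and *Cxcl16* by 0.29. It passed camera without control replicate 1 and without leukemic replicates 2 or 3.

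Cell division genes were lower after culture with leukemic cells, a direction that the study had reported from these same arrays. All 31 mitosis and G2/M genes had a lower leukemic mean, 14 of them in all 4 pairs, and the list fell as a group by camera (mean difference -0.47, adjusted p = 1.41e-10), with adjusted p = 0.369 with an estimated correlation. None of the 31 fell in the test of single genes, and 10 did adjusted over the list alone. The kinase *Aurka* differed by -0.81 ± 0.37, the cohesin protector *Sgo1* by -0.67 ± 0.32, the spindle protein *Prc1* by -0.67 ± 0.25 and the survivin gene *Birc5* by -0.67 ± 0.34. Among 41 DNA replication and S phase genes 39 were lower, 21 in all 4 pairs (mean difference -0.35, camera adjusted p = 1.74e-10, and 0.369 with an estimated correlation), with 0 past the single gene test and 1 adjusted over the list alone. The helicase subunit *Mcm7* differed by -0.85 ± 0.32 and the licensing factor *Cdc6* by -0.68 ± 0.30. With the replicate number as a block *Mcm7* passed as lower, and *Aurka*, *Sgo1*, *Prc1*, *Birc5* and *Cdc6* did not pass. *Aurka*, *Prc1*, *Birc5* and *Mcm7* passed as lower with the authors' values, no filter and all probes, and differed by -0.36, -0.42, -0.27 and -0.57 without leukemic replicate 4, where *Sgo1* differed by -0.31 and *Cdc6* by -0.38. For both lists the means per array gave an exact permutation p = 0.2. Without leukemic replicate 4, which had the lowest mean of both lists, the differences were -0.19 and -0.17, and the same array had the most B cell markers.

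**Figure D2:**
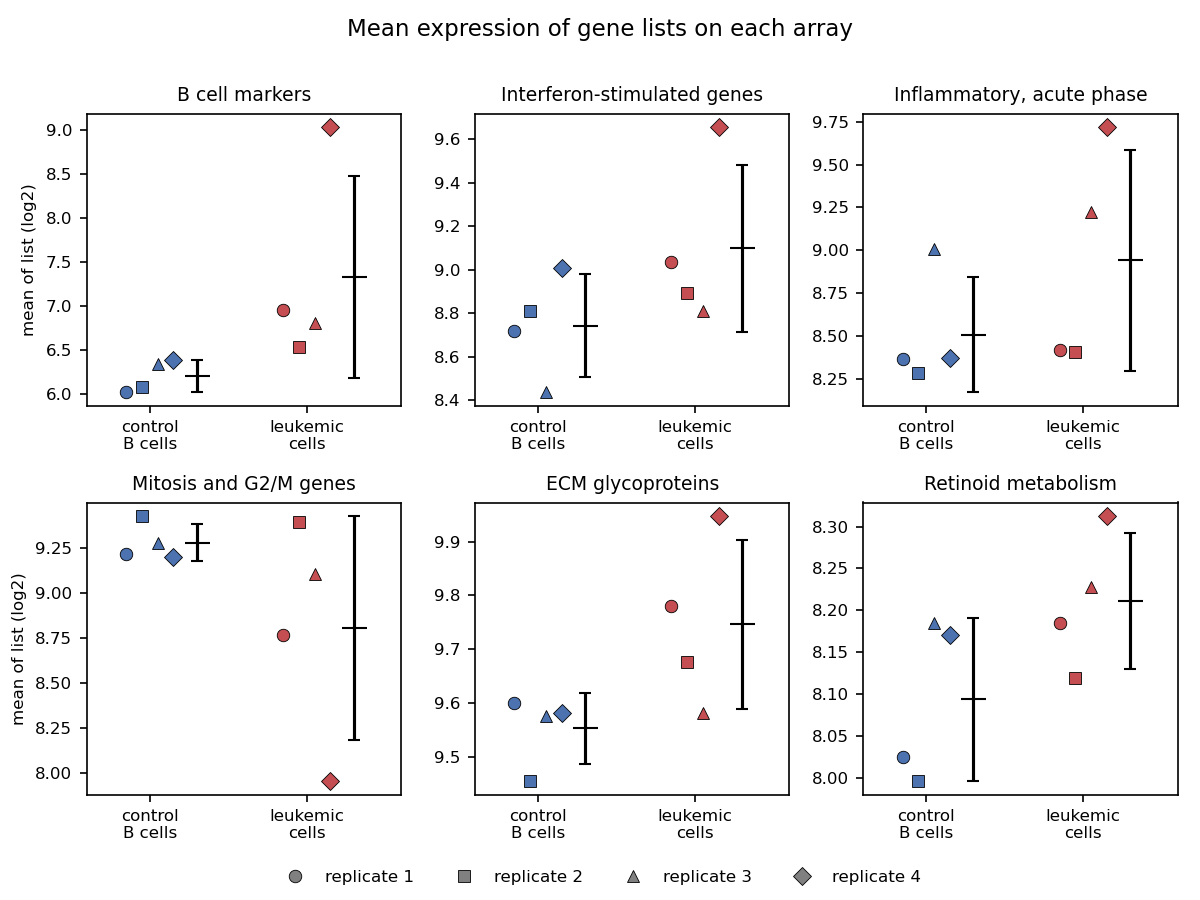
Mean log2 value of 6 gene lists on each array, with a point per array whose shape gives the replicate number, and a bar for the group mean with its SD (n = 4). The vertical axes do not start at 0. Leukemic replicate 4 has the highest B cell marker mean, 9.04, and the lowest mitosis mean, 7.96.

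Of the extracellular matrix lists, glycoproteins and regulators passed camera and collagens and proteoglycans did not, and no test compared the lists with each other. ECM glycoproteins had a higher leukemic mean in 42 of 49 cases and rose as a group by 0.19 (camera adjusted p = 9.91e-05), and adjusted p = 0.369 with an estimated correlation. Of its members 0 passed singly and 3 rose adjusted over the list alone. The growth factor binding protein *Igfbp2* differed by 0.85 ± 0.41, the receptor ligand *Gas6* by 0.77 ± 0.33, the microfibril protein *Mfap5* by 0.65 ± 0.18 and agrin (*Agrn*) by 0.62 ± 0.24. Of these, *Igfbp2* differed by 0.37, *Gas6* by 0.48 and *Agrn* by 0.33 without leukemic replicate 4. ECM regulators were higher in 36 of 47 cases and rose as a group by 0.20 (camera adjusted p = 5.94e-04, and 0.369 with an estimated correlation). *Serpina3n* alone passed, with 2 adjusted over the list alone, and the collagenase *Mmp13* differed by 1.23 ± 0.69, with 4.40 in pair 4 and 0.37 without leukemic replicate 4. Exact permutation p-values for the means per array were 0.0571 for glycoproteins and 0.171 for regulators. Without leukemic replicate 4 these shifts were 0.13 and 0.12, and that array had the most B cell markers. Collagens did not move as a group: 10 of 19 had a higher mean, the mean difference was -0.0021 with a median of 0.0029 (adjusted p = 0.834), 1 fell adjusted over the list alone, and the sign turned with median scaling and with the authors' values. *Col15a1* differed by -0.87 ± 0.78 and *Col14a1* by 0.74 ± 0.67, and without leukemic replicate 4 both turned, to 0.080 and -0.12. Of 10 proteoglycans 6 had a higher mean (mean difference 0.23, adjusted p = 0.409; 3 rose and 1 fell adjusted over the list alone), with fibromodulin (*Fmod*) at 1.01 ± 0.53, *Ogn* at 0.87 ± 0.53 and *Prelp* at 0.85 ± 0.47. The proteoglycan list passed camera without leukemic replicate 3, and its difference was 0.081 without leukemic replicate 4, where *Fmod* differed by 0.44, *Ogn* by 0.24 and *Prelp* by 0.36. *Gas6*, *Agrn*, *Ogn* and *Prelp* passed as higher and *Col15a1* as lower with the authors' values, no filter and all probes. The study's first figure names *Gas6*, *Agrn*, *Col15a1*, *Lum*, *Ogn* and *Prelp* from these arrays, so their direction is not independent evidence. Basement membrane genes named by the study, *Lamb2* (0.53 ± 0.24) and *Nid2* (0.40 ± 0.25), did not pass and differed by 0.30 and 0.20 without leukemic replicate 4.

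Smooth muscle actin *Acta2*, a marker of activated fibroblasts that the study names, differed by 0.29 ± 0.11, a 1.22-fold higher level, and was higher in all 4 pairs (q = 0.871). Of 21 myofibroblast genes 15 had a higher mean, with *Itga11* at 0.48 ± 0.19, *Ccn2* at 0.40 ± 0.27 and *Cald1* at -0.50 ± 0.18, and *Ccn2* differed by 0.21 without leukemic replicate 4. The shift of 0.12 did not pass (camera adjusted p = 0.0862, and 0.369 with an estimated correlation), and 0 passed adjusted over the list alone. *Itga11* and *Ccn2* and the list passed with the authors' values, no filter and all probes, and *Acta2* did not.

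The study names the retinoid enzymes *Aldh1a1*, *Cyp1b1* and *Aldh3b1* as raised on these arrays. It names *Rdh10* from a separate culture with human CLL cells, and *Cyp26b1* as lowered by an RA antagonist. Of these 5, 4 were tested, since *Cyp26b1* was detected on 0 arrays. The 3 that the study took from these arrays were higher in all 4 pairs, and none of the 4 passed the rank product in the main analysis. The retinaldehyde dehydrogenase *Aldh1a1* differed by 1.06 ± 0.66 (q = 0.170), with 3.70 in pair 4 and at most 0.35 in the others, so leukemic replicate 4 carried most of it, and the difference was 0.23 without that array. *Aldh3b1* differed by 0.78 ± 0.28 (q = 0.178) and by 0.45 without that array, and *Cyp1b1* by 0.61 ± 0.26 (q = 0.412) and by 0.29 without it. *Aldh1a1* and *Aldh3b1* passed with the authors' values, no filter and all probes, and *Cyp1b1* did not. The study selected these 3 on the same samples, so they are not independent evidence. The retinol dehydrogenase *Rdh10* differed by -0.29 ± 0.21. Across 16 retinoid metabolism genes 9 had a higher mean and the shift was 0.12 (camera adjusted p = 0.417; exact permutation p = 0.143 for the means per array), with 2 that rose adjusted over the list alone, and the RA-binding protein *Crabp1* differed by -0.53 ± 0.52, which turned to 0.13 without leukemic replicate 4. RA receptors and target genes shifted by 0.05 (16 tested, 9 with a higher mean, adjusted p = 0.938; 0 passed adjusted over the list alone), with the receptor *Rarb* at 0.51 ± 0.26 (q = 0.403), *Tgm2* at 0.46 ± 0.25 and *Stra6* at -0.47 ± 0.21. The shift of RA receptors and target genes was 0.0066 without leukemic replicate 4, and *Rarb* differed by 0.31 and *Tgm2* by 0.21.

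The study's text names 12 genes as lowered by an RA antagonist in this stromal line, which are examples from a larger set. Their values show only whether leukemic contact moved these genes the other way. They do not test the share that the study reports over all deregulated genes. Of 10 tested, 8 had a higher mean, 0 passed and 1 rose adjusted over the list alone, and the shift was 0.25 (camera adjusted p = 0.0875) and 0.01 without leukemic replicate 4. It passed camera with no filter, with all probes, with both on the authors' values, and without any 1 of leukemic replicates 1 to 3. The study picked *Aldh1a1* and *Acta2* on these arrays too, so they are not independent evidence. Besides *Aldh1a1* the integrin *Itga1* differed by 0.50 ± 0.38, *Col4a6* by 0.26 ± 0.30 and *Loxl2* by 0.19 ± 0.12, while *Vcam1* (0.05 ± 0.15), *Col3a1* (0.00 ± 0.22), *Cxcl12* (-0.02 ± 0.07) and *Col1a1* (-0.25 ± 0.15) lay near or below 0. *Itga1* differed by 0.11 and *Loxl2* by 0.098 without leukemic replicate 4, and *Col4a6* (-0.080), *Vcam1* (-0.13) and *Col3a1* (-0.17) lay below 0. The B cell chemokine *Cxcl13* and the RA-degrading enzyme *Cyp26b1* were detected on 0 of 8 arrays, so no difference was detectable for them, and *Lama5* had no named probe here. The study reports a rise of *Cxcl13* in this line after culture with leukemic cells from quantitative PCR, and the arrays do not bear on it.

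**Figure D3:**
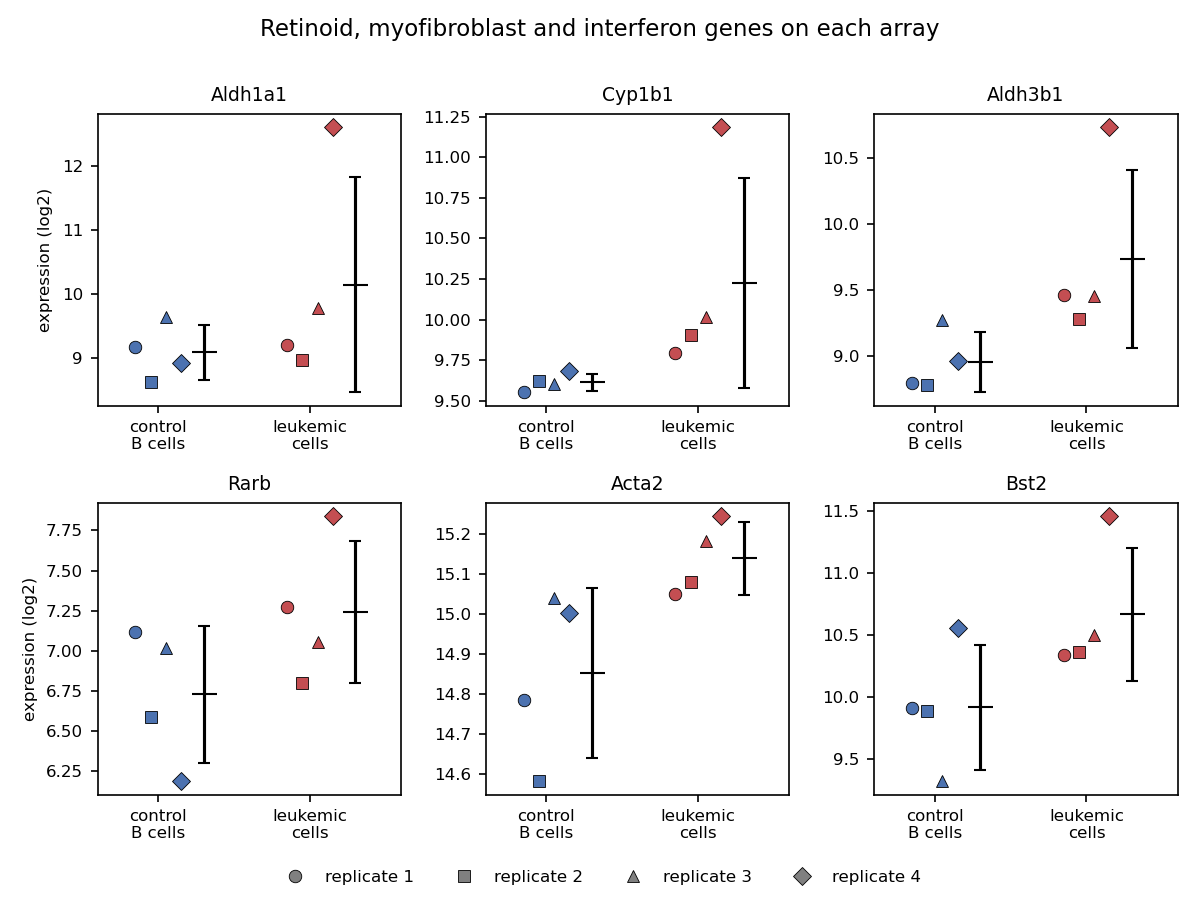
Log2 values per array of 6 genes that the study names, *Aldh1a1*, *Cyp1b1*, *Aldh3b1*, *Rarb*, *Acta2* and *Bst2*, with a bar for the group mean and its SD (n = 4). The vertical axes do not start at 0. The leukemic mean is the higher one for each gene, by 0.29 (*Acta2*) to 1.06 (*Aldh1a1*), and none passed the rank product threshold on these values.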

Values the study reported

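The study selected genes from these arrays at a q-value below 0.05, and reported that 30% of the genes deregulated in stroma by leukemia moved in the opposite direction when stromal cells were treated with the RA antagonist BMS493. It states a purity above 90% for the mouse B cells placed on the stroma.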

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

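Each result below has 1 array whose gap to the nearest of its group, as a share of the group's range, exceeds Dixon's critical value for groups of 4. Chance gives about 1 such group in 20. This rate does not hold for counts of detected markers, where equal counts on the other arrays give a share of 1 for any gap. The B cell marker counts so flagged were 13 against 12 in control replicate 2 and 25 against 15 in leukemic replicate 4. The T and NK cell marker count was 5 against 3 in leukemic replicate 4. All explanations weighed here were tested only after the result had been seen.

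In leukemic replicate 4 the mean correlation with the other arrays had a share of 0.947, the number of detected B cell markers 1, the number of detected T and NK cell markers 1, the B cell marker mean 0.833 and the mean of the genes lowered by the RA antagonist 0.879. The same array gave the single genes *Agrn* (0.867), *Aldh3b1* (0.876), *Bst2* (0.857), *Cald1* (0.871), *Col14a1* (0.866), *Cyp1b1* (0.842), *Egln3* (0.915), *Fcmr* (0.841), *Itga2b* (0.958), *Mmp13* (0.872), *Mvd* (0.929) and *Vcam1* (0.831). Of the 111 named genes, 13 had such an array in the leukemic group, 12 of them replicate 4, and 6 in the control group.

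On the other arrays the shares were 0.855 for *Dhcr7* in leukemic replicate 2, 0.954 for the mean of fibroblast identity genes in leukemic replicate 3, and 0.844 for *Dhcr7* and 0.974 for *Fcmr* in control replicate 3, where the inflammatory list mean had 0.879. Control replicate 2 had 0.836 for its array weight, 1 for its number of detected B cell markers, 0.903 for *Gp1bb* and 0.836 for *Saa3*, and control replicate 4 had 0.865 for *Cd14* and 0.967 for *Rdh10*.

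Leukemic replicate 4 differed from the other 7 arrays in many genes: 343 features lay over 1 (log2) outside their range, against 0 to 4 for any other array. A dim or failed hybridization is argued against by its 13705 detected probes, within the 13504 to 13938 of the others. Transcripts added by B cells without any dilution of stromal RNA are argued against as the whole cause, since 47.2% of the 343 features lay below the range of the others. Stromal RNA diluted by RNA of other cells would lower stromal genes, and the fibroblast identity genes lay 0.0654 above the mean of the other 7 (SD 0.113). The arrays were normalized to common quantiles, which would remove a fall shared by most stromal transcripts. This value therefore cannot decide on dilution, which stays open. A stronger response of the stroma to this leukemia may account for the difference of this array, as may another state of this culture, such as its density or passage, and neither was tested.

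B cell markers were higher after culture with leukemic cells in 11 of 12 cases. RNA of B cells left among the sorted stromal cells stays open: such cells would bring pan-leukocyte transcripts too, and their mean differed by -0.0050, 0.40, 0.39 and 1.52 in the 4 pairs, higher in 3 of them, while a sort gated on the fluorescent protein would remove the cells. The highest signals among the tested markers were those of *Cd74* (8.61 on leukemic and 7.88 on control arrays), *Mzb1* (8.49 and 6.09) and *Fcmr* (8.19 and 6.75), of which *Cd74* was named after its values were seen, and they do not rank the transcripts, since probes differ in affinity. Of the 35 markers on the array 12 to 13 were detected on each control array as well, 8 were detected on no array, *Ms4a1* and *Pax5* (also named after their values were seen) among them, and 0 are in another list. Class II antigen presentation genes switched on in the stromal cells themselves are argued against as the whole cause, since the 7 markers outside class II differed by 1.19, 0.79, 0.29 and 3.14 in the 4 pairs, at lowest 0.287. A difference between leukemic and normal B cells in number, adhesion or RNA content, or uptake of their vesicles by stroma, stays open and was not tested.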

How the results depend on the processing

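Another seed, more permutations, and the authors' values with no filter and all probes together were added after the data had been seen. The other alternatives were fixed before the data were examined. No named gene or list shift turned sign where it passed its test in the main analysis or under the alternative. Results that did not pass did turn, among them 12 of 111 named genes without leukemic replicate 4. The cause of the changes below was not tested, except that a stricter threshold makes fewer calls.

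Among differentially expressed genes, against 37 features that rose and 0 that fell, no background correction gave 24 calls (23 and 1, with 20 of the 35 named genes kept), median scaling 24 and 2 (23 kept), the authors' normalized values 15 calls (10 and 5, 7 kept, with 1 list enriched against 4), no detection filter 64 calls (56 and 8, all 35 kept), detection on all 8 arrays 23 and 3 (22 kept, and 1 list past the exact permutation test of array means against 2), and all probes separately 49 and 0 (35 kept). Another seed and more permutations each gave 37 and 1. The authors' values with no filter and all probes gave 156 calls (69 and 87, 14 kept), with 14 enrichments and 4 lists past the exact permutation test. A threshold of 0.01 left 10, and limma in place of the rank product gave 0, as it did under each setting run. Median scaling moved the median of all features to 0.05.

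The correlations of deviations from the group means between same-numbered arrays were 0.251, 0.301, 0.194 and 0.031 across genes, so 1 of 4 is below 0.1. The labels place same-numbered arrays side by side on the chip and do not say what else a number shares. The main tests treated the arrays as unpaired. As a hint from the data, 6 of 8 arrays correlated best with their own number. With the replicate block 63 features passed, 42 that rose (30 of the 35 named genes among them) and 21 that fell, and 13 lists passed camera, and inflammatory genes were no longer enriched (adjusted p = 0.0935). Of the genes named in the text, *Il6* and *Ccl8* did not pass with the block, *Saa3* was below the threshold in both directions and so not called, and *Fmod*, *Prelp*, *Mcm7*, *Il18rap*, *Atad2* and *Shcbp1* passed with it. *Prelp* and *Prc1* passed with the authors' values. *Fmod* passed with no filter and without control replicates 3 or 4 or leukemic replicate 3, *Mmp13* with no filter, with detection on all 8 arrays, with all probes and without control replicates 1 or 3 or leukemic replicate 2, and *Igfbp2* and *Gas6* without leukemic replicate 3.

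Leaving out each array in turn gave 6 to 44 calls (6 to 41 rose, 0 to 16 fell), with the lowest without leukemic replicate 4 and the highest without leukemic replicate 2, 1 to 5 lists enriched and 0 to 4 past the exact permutation test. Without 1 array, list shifts ran from 0.17 to 0.61 for inflammatory genes (call lost without leukemic replicate 4), from 0.062 to 0.16 for myofibroblast genes (past the threshold without control replicates 1 or 3 or leukemic replicate 3), from 0.081 to 0.40 for proteoglycans (past it without leukemic replicate 3) and from -0.048 to 0.060 for collagens.

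The shift of collagens was 0.043 with median scaling, 0.0049 with the authors' values, 0.014 with no filter, 0.017 with all probes and 0.016 with the authors' values, no filter and all probes. Myofibroblast genes passed at 0.20 with all probes, at 0.12 with the replicate block and at 0.13 with the authors' values, no filter and all probes. With an estimated correlation and with fry 0 of 26 lists passed, at unchanged shifts of 1.13 for B cell markers, 0.36 for interferon genes, 0.43 for inflammatory genes, -0.47 for mitosis genes, -0.35 for S phase genes, 0.19 for ECM glycoproteins, 0.20 for ECM regulators and -0.24 for cholesterol genes. Signal over background limits genes such as *Cxcl13*, detected on 0 arrays.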

Other observations

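Cholesterol synthesis genes fell as a group after culture with leukemic cells (mean difference -0.24, 16 of 17 with a lower mean, 7 of them in all 4 pairs, camera adjusted p = 5.97e-07, and 0.369 with an estimated correlation), and the difference was -0.22 without leukemic replicate 4. The sterol dehydrogenase *Nsdhl* differed by -0.56 ± 0.13, the demethylase *Cyp51* by -0.39 ± 0.09, *Mvd* by -0.46 ± 0.24 and *Dhcr7* by -0.40 ± 0.14 (SE, n = 4 per group), and without leukemic replicate 4 *Mvd* differed by -0.18. None of the 17 passed over all genes, and adjusted over the list alone 0 passed the rank product and 3 passed limma. *Nsdhl* and *Cyp51* passed with the authors' values, no filter and all probes. The means of the list per array gave an exact permutation p = 0.0571.

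ATF4 and amino acid response genes fell as a group by camera (30 tested, 22 with a lower mean, mean difference -0.17, adjusted p = 5.36e-04, and 0.369 with an estimated correlation), with the pseudokinase *Trib3* at -0.57 ± 0.45, *Psat1*, of serine synthesis, at -0.52 ± 0.20 and the cystine carrier *Slc7a11* at -0.48 ± 0.29, while *Atf3* differed by 0.63 ± 0.72. Without leukemic replicate 4 the difference of the list was -0.09 and that of *Atf3* 0.074, of *Trib3* -0.083 and of *Slc7a11* -0.28. *Psat1* passed with the authors' values, no filter and all probes. The p53 target genes fell as a group by camera (19 tested, 17 with a lower mean, mean difference -0.17, adjusted p = 0.00128, and 0.369 with an estimated correlation), with an exact permutation p = 0.0286 for the means per array (0.325 adjusted). Of these, *Gtse1* (-0.53 ± 0.27) is also a gene of G2 phase, *Tnfrsf10b* (-0.52 ± 0.29) and *Pmaip1* (-0.49 ± 0.18) promote cell death, and the death receptor *Fas* differed by 0.58 ± 0.36. Leaving out leukemic replicate 4 gave -0.21 for *Gtse1*, -0.18 for *Tnfrsf10b* and 0.15 for *Fas*. Hypoxia and glycolysis genes (27 tested) differed by -0.02 with a median of 0.03 (adjusted p = 0.831; 0.02 with median scaling), with *Egln3* at -0.51 ± 0.31, the glucose carrier *Slc2a3* at -0.42 ± 0.24 and *Pdk1* at 0.41 ± 0.26, and these 3 at -0.13, -0.19 and 0.11 without leukemic replicate 4. Immediate early and heat shock genes (26 tested) differed by 0.08 with a camera direction downward (adjusted p = 0.938), by 0.29 without control replicate 3, where the list passed camera, and by -0.018 without leukemic replicate 4, with *Atf3* as above, *Fosb* at 0.51 ± 1.13 and *Dusp1* at 0.51 ± 0.44. *Fosb* and *Dusp1* passed with the authors' values, no filter and all probes, *Fosb* also without control replicate 3 or leukemic replicate 2, and *Atf3* without control replicate 3. Leaving out leukemic replicate 4 turned *Fosb* to -0.15 and gave 0.27 for *Dusp1*. Adjusted over the list alone 2 immediate early genes rose, and 0 of the ATF4, p53 and hypoxia lists passed.

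Other splits of the 8 arrays into groups of 4 were counted to see how often they give as much; the count for the rank product was chosen only after its result had been seen. Of 35 splits, the real one included, 11 gave at least the 37 rank product calls of the real split. The highest other gave 97, with control replicates 1, 2 and 4 and leukemic replicate 2 on one side, and what sets these arrays apart was not tested. The other splits that put same-numbered arrays on opposite sides throughout gave 0, 20, 4, 2, 2, 1 and 2 calls, fewer than the real 37. Such splits are too few for a share below 0.05. For gene lists past camera 8 of 35 splits gave at least the real 12, and the highest other gave 18. Among splits that part all same-numbered arrays, the highest other gave 14 lists. Chance cannot be excluded for the count of genes or the count of lists.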
